# Identification of potential ferroptosis-related biomarkers in proliferative vitreoretinopathy based on machine learning

**DOI:** 10.3389/fmolb.2026.1725407

**Published:** 2026-02-10

**Authors:** Jiangying Liu, Shengxiang Zhang, Lingdan Wu, Yingchao Xue, Boyu Liu, Hongyan Song, Qihua Xu

**Keywords:** bioinformatics, biomarkers, ferroptosis, immune infiltration, machine learning, proliferative vitreoretinopathy

## Abstract

**Background:**

Proliferative vitreoretinopathy (PVR) is a blinding retinal condition often linked to retinal detachment, eye trauma, and complications following intraocular surgery. Although oxidative stress and epithelial–mesenchymal transition (EMT) are well-recognized contributors to PVR pathogenesis, whether ferroptosis-related pathways are involved in this process remains unclear.

**Methods:**

Differentially expressed genes (DEGs) were identified from the GSE28133 dataset and intersected with ferroptosis-related genes curated from FerrDb to obtain ferroptosis-related differentially expressed genes (FRDGs). Functional enrichment analyses, protein–protein interaction network construction, and machine learning approaches (LASSO regression and SVM-RFE) were applied to identify key candidate genes. Immune infiltration was analyzed using CIBERSORT. Experimental validation was performed using an *in vitro* EMT model of retinal pigment epithelial cells and a rabbit PVR model.

**Results:**

Functional enrichment analyses indicated that FRDGs were mainly involved in wound healing, tissue remodeling, oxidative stress responses, and ferroptosis-related pathways. TIMP1 and STAT3 were identified as ferroptosis-associated candidate genes with strong discriminative ability between PVR and control samples in the discovery dataset. Immune infiltration analysis revealed distinct immune cell profiles in PVR samples and significant correlations between TIMP1 and STAT3 expression and multiple immune cell subsets. Experimental validation confirmed upregulation of TIMP1 and STAT3 in the EMT model. In addition, Western blot analysis demonstrated significantly increased GPX4 protein expression in retinal tissues from the rabbit PVR model compared with controls.

**Conclusion:**

This study identifies TIMP1 and STAT3 as ferroptosis-associated candidate genes in proliferative vitreoretinopathy and highlights potential links among ferroptosis-related regulatory pathways, immune microenvironment alterations, and PVR pathogenesis. These findings provide a foundation for further mechanistic studies to clarify the role of ferroptosis in PVR.

## 1 Introduction

Proliferative vitreoretinopathy (PVR) is a blinding disease of the fundus of the eye that commonly occurs after retinal detachment (RD), ocular trauma, and internal eye surgery. PVR is considered to be a long-lasting and amplified scar repair process, and its basic pathological process includes cell migration, cell proliferation, extracellular matrix production, and ultimately the formation of a contractible, avascular, fibroblastic proliferative membrane in the vitreous cavity and peripapillary retinal area (Hilton et al., 1983; Mudhar, 2020), and at present, surgery is still the main treatment for PVR (Coffee et al., 2014).

Current studies have shown that retinal pigment epithelium (RPE) cells are one of the key cells in the development of PVR. Under normal physiological conditions, the differentiated and mature RPE cells remain in a quiescent and non-dividing state, which plays an important role in maintaining the normal function of the retina and choroid. However, when retinal detachment occurs due to retinal lacunae or trauma to the eye, a variety of factors lead to the disruption of the connective complex of RPE cells, which separate from Bruch’s membrane and migrate to the retinal neuroepithelial defects, where they undergo hyperplasia and transform into myofibroblasts to form a fibro-proliferative membrane, which ultimately exacerbates retinal detachment and leads to a further decline in visual acuity. During this process, RPE cells undergo epithelial–mesenchymal transition (EMT), transforming from epithelial to mesenchymal cells, which enhances their proliferation, migration, and resistance to apoptosis, and secrete more extracellular matrix, which plays a key role in the formation of PVR (Tamiya and Kaplan, 2016; Chen et al., 2015). The molecular mechanisms underlying the development of PVR have not yet been fully clarified, and therapeutic options are still limited. PVR, as a class of clinical complications that require long-term control, seriously affects the physical and mental health and quality of life of patients and imposes a huge economic burden on them, so progress in elucidating the pathogenesis of PVR may be the basis for the development of therapeutic approaches to PVR.

Ferroptosis is a new modality of programmed cell death that differs from apoptosis and involves high-iron-dependent lipid peroxidation (Qiu et al., 2020). The accumulation of lipid peroxides leads to a loss of selective cell membrane permeability (Stockwell et al., 2017). However, glutathione peroxidase 4 (GPX4) plays an important role in protecting cell membranes from peroxidative damage (Yang et al., 2014), which protects cell membranes from the effects of oxidation. When ferroptosis occurs, the antioxidant glutathione is depleted, leading to the failure of GPX4, which ultimately leads to the fatal accumulation of lipid peroxides (Stockwell et al., 2020). Recent studies have suggested that ferroptosis-related pathways can interact with oxidative stress and EMT in various disease contexts (Ren et al., 2023; Yu et al., 2021). However, whether ferroptosis-related regulatory mechanisms are involved in PVR remains largely unexplored, and direct evidence for ferroptotic cell death in PVR is currently lacking.

In this study, we performed an integrative transcriptomic analysis to explore ferroptosis-associated gene expression patterns in PVR. By combining public microarray data, bioinformatic analyses, machine learning approaches, immune infiltration analysis, and experimental validation, we aimed to identify ferroptosis-associated candidate genes and to investigate their potential relevance to PVR-associated pathological processes.

## 2 Materials and methods

### 2.1 Data acquisition and processing

As shown in Figure 1, The eligible expression dataset (GSE28133) was searched and downloaded using the Gene Expression Omnibus (GEO) database. This dataset includes retinal tissue samples from 19 retinal detachment patients with PVR and 19 retinal samples from healthy individuals. The data were analyzed using R software (version 4.3.2) (Yao et al., 2020). The gene probe IDs were converted to gene symbols using R software according to the GPL570 platform of Affymetrix Human Genome U133 Plus 2.0 Array. The probes were matched to genes from the GPL570 platform for microarray annotation. The public FerrDb (http://www.zhounan.org/ferrdb) database was searched for genes related to promoting, inhibiting, labeling or unclassified ferroptosis, and after removing duplicate genes, 564 ferroptosis-related genes were finally obtained for subsequent analysis.

**FIGURE 1:**
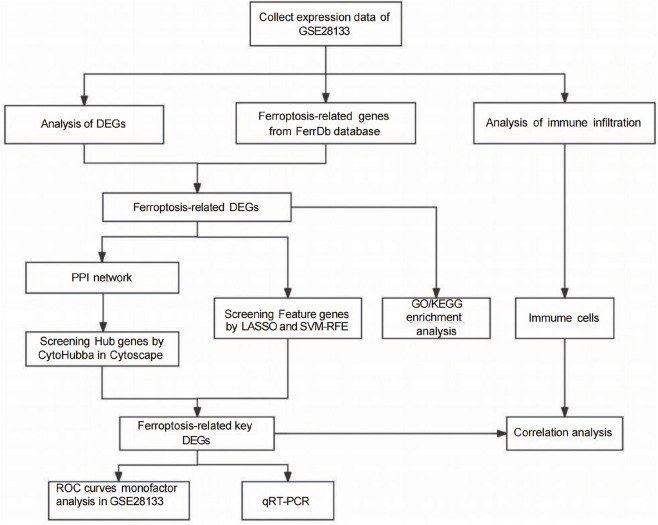
The flowchart of the analysis process.

### 2.2 Identification of DEGs and ferroptosis-related DEG

DEGs were identified using the Limma package of R software. Genes with an adjusted p-value (false discovery rate, FDR) < 0.05 and |log2 fold change| > 1 were defined as DEGs, and finally, a volcano plot was constructed using the “ggplot 2” package to visualize the results.

We intersected 564 ferroptosis-related genes with DEGs to obtain ferroptosis-related differential genes (FRDGs). A Venn diagram was constructed using the Bioinformatics Visualization Cloud Platform (URL: https://www.bioladder.cn) to visualize the results.

### 2.3 Functional enrichment analysis of FRDGs

To investigate the potential biological roles of FRDGs in more detail, the “ClusterProfiler” package (Yu et al., 2012) (version: 3.18.0) and “org.Hs.e.g.,.db” package in R software were utilized to perform Gene Ontology (GO) function enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis, with q value <0.05 as the enrichment threshold. GO analysis was primarily used to annotate gene functions, especially biological pathways (BP), cellular components (CC) and molecular functions (MF). KEGG analysis was used to detect pathway enrichment in FRDGs (Kanehisa et al., 2025; Kanehisa, 2019; Kanehisa and Goto, 2000).

### 2.4 Protein-protein interaction (PPI) network construction and screening of hub genes

The STRING database was utilized to observe interactions between the ferroptosis-related DEGs. The confidence score is 0.4. Cytoscape software (version 3.10.1) was used to construct and visualize the PPI network. Using the cytohubba plugin, the hub genes in the PPI network were computed by five algorithms, namely, Maximum Cluster Centrality (MCC), Maximum Neighborhood Component (MNC), Degree, Edge Discrete Component (EPC), and Closeness.

### 2.5 Screening genes using machine learning algorithms

Two machine-learning algorithms were used to predict disease status to identify significant feature genes. LASSO is a regression analysis algorithm that improves prediction accuracy through regularization. As a popular supervised machine-learning technique, the Support vector machine (SVM) is frequently applied for classification and regression. To avoid overfitting, the optimal genes were selected from the metadata cohort using an RFE algorithm (Bao et al., 2023). The LASSO regression and SVM-RFE were applied to screen the feature genes. The genes obtained by the two methods were taken to be intersected; the overlapping ones were the feature genes.

### 2.6 Screening ferroptosis-related key DEGs (FRKGs)

Hub genes obtained by PPI network construction and feature genes obtained by screening using machine learning algorithms, both of them take the overlapping genes, and the overlapping genes we consider to be the ferroptosis-related key DEGs in PVR.

### 2.7 Rabbit PVR model and experimental validation

We established rabbit animal models of proliferative vitreoretinopathy and then performed high-throughput sequencing to observe the changes in gene expression levels. Adult rabbits were purchased from Ganzhou Animal Husbandry and Aquatic Research Institute. Rabbits were anesthetized with intramuscular ketamine hydrochloride (40 mg/kg, Gutian Pharmaceutical Co., Fujian, China) and then with intravenous pentobarbital sodium (50 mg/kg, Sinopharm Chemical Reagent Co.,Shanghai, China). Rabbits were euthanized in the experiment by intravenous overdose of pentobarbital sodium (100 mg/kg, Sinopharm Chemical Reagent Co. Shanghai, China). Eyelid opening device was used to open the eyes, 5 mm of the corneosclera margin above the temporal layer, resulting in scleral puncture orificium about 3 mm long. 0.3 mL vitreous body was carefully sucked out with a 1 mL syringe, and 0.3 mL platelet-rich plasma (PRP) was injected into the vitreous cavity with a vitreous syringe needle (Wu et al., 2022). This trial was reviewed and approved by the Medical Ethics Committee of the Affiliated Eye Hospital of Nanchang University (approval Number: YLP20221206). All experiments were conducted in accordance with the relevant designated guidelines and regulations and in compliance with the ARRIVE guidelines.

RNA-seq libraries were prepared using NEBNext Ultra II Kit (Illumina). Sequencing was performed on NovaSeq 6,000. Reads were aligned to OryCun2.0 using HISAT2 (v2.1.0), and gene expression quantified via htseq-count (v0.11.2). Differential analysis used DESeq2 (v1.22.2) with thresholds |log2FC| > 1 and adj. p < 0.05.

For Western blotting, retinal tissues were homogenized in ice-cold RIPA lysis buffer supplemented with protease and phosphatase inhibitor cocktails. Lysates were clarified by centrifugation (12,000 × g, 15 min, 4 °C), and protein concentration was determined using a BCA assay. Equal amounts of protein (20–40 μg per lane) were separated by SDS–PAGE and transferred onto PVDF membranes. Membranes were blocked with 5% non-fat milk in TBST for 2 h at room temperature and incubated overnight at 4 °C with primary antibodies against GPX4(Proteintech 67763-1-Ig, 1:1000) and GAPDH(Proteintech 60004-1-Ig, 1:20000). After washing, membranes were incubated with HRP-conjugated secondary antibodies for 1 h at room temperature. Protein bands were visualized using enhanced chemiluminescence (ECL) and imaged with a chemiluminescence detection system.

### 2.8 Dataset validation of FRKGs

The GSE28133 dataset was validated for FRKGs by performing a one-way analysis of subject operating characteristic (ROC) curves. GraphPad Prism software was used to plot the ROC curves. Any gene with an area under the ROC curve of >0.9 was considered to be of high diagnostic value.

### 2.9 Immune infiltration analyses

The CIBERSORT package (Newman et al., 2015) was utilized to analyze immune cell infiltration in PVR and normal samples using the GSE28133 dataset. Then normalized gene expression data was transformed into immune cell information by the CIBERSORT deconvolution algorithm. Linear regression analysis was used to analyze the correlation between FRKGs expression and immune cells. A p-value 0.05 was considered statistically significant. The results were visualized using the ggplot2 pack.

### 2.10 Cell culture and modeling of EMT

All cell experiments were conducted using ARPE-19 cells, an immortalized retinal pigment epithelium cell line derived from normal adult humans, were purchased from Procell Co. (CL-0026). ARPE-19 cells were cultured in DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS) and 1% penicillin-streptomycin, and placed in an incubator at 37 °C under saturated humidity with 5% CO_2_ for incubation. The EMT model was established by treating RPE cells with TGF-β2 (Concentration of 10 ng/mL).

### 2.11 Quantitative real-time polymerase chain reaction (qRT-PCR) analysis

For each sample, 500 μL of vitreous fluid was collected for RNA extraction. Total RNA was extracted using TRIzol Reagent (Shanghai Sangyo, Shanghai, China). Subsequently, RNA concentration was detected using Qubit2.0, and the integrity of RNA and its genomic contamination were assessed by agarose gel electrophoresis. Total RNA was extracted, reverse transcribed into cDNA templates, and PCR amplified according to the instructions. The total RNA was extracted, reverse transcribed into cDNA templates, and amplified by PCR according to the instructions. Based on the Ct values of each group, GA was selected as the internal reference gene, and the relative expression of mRNA in each group was calculated by the 2^−ΔΔCT^ method. The primers used in this study are detailed in Table 1. Independent sample t-tests were then performed using GraphPad Prism nine software, and p < 0.05 was considered to indicate a significant difference.

**TABLE 1:** Primers Used for qRT-PCR in This Study.

Gene	Forward primer (5′-3′)	Reverse primer (5′-3′)
STAT3 TIMP1	CATCCTGAAGCTGACC CAGGTTGGCTGTGAGG AATGCACA	TCCTCACATGGGGGAG GTAGGTCCACAAGCAA TGAGTGCC

### 2.12 Statistical analysis

All data were processed and studied using Excel and GraphPad Prism 8 software. Comparisons between the two groups were made using the independent samples t-test. p < 0.05 values were statistically significant.

All R scripts used for data preprocessing, differential expression analysis, enrichment analysis, protein–protein interaction network construction, machine learning, and immune infiltration analysis are publicly available at: https://github.com/liujiangying68/PVR-ferroptosis-transcriptomics.

## 3 Results

### 3.1 Identification of DEGs

Differential gene analysis was performed using genes from 19 retinal tissues of retinal detachment patients with PVR and 19 normal retinal tissues. An adjusted p-value <0.05 and | logFC| > 1 were used as criteria. A total of 1304 DEGs were identified, including 890 upregulated genes and 414 downregulated genes. The differential expression of these 1304 DEGs in the PVR group and the control group is shown in the volcano diagram (Figure 2A), A heat map of these DEGs revealed variations in relative gene expression among the PVR and normal samples (Figure 2C).

**FIGURE 2:**
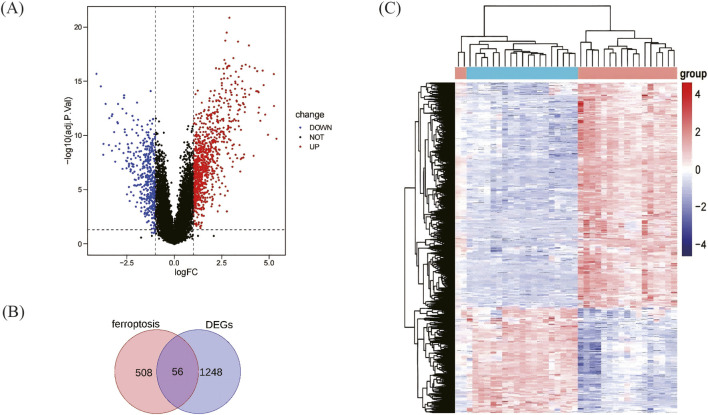
Analysis of differentially expressed genes (DEGs). **(A)** DEGs diagram of volcano. **(B)** The Venn diagram of ferroptosis -related DEGs. **(C)** DEGs heat map: Blue represents the normal group, and red represents the PVR group.

### 3.2 Identification of ferroptosis-related DEGs (FRDGs)

The FRDGs were identified by taking the intersection of the ferroptosis-related gene data from the ferrDb database with the differential genes. 46 upregulated genes and 10 downregulated genes were identified after removing duplicates (Figure 2B; Table 2). The roles of ferroptosis-related differentially expressed genes in ferroptosis are shown in (Table 3). 32 out of 348 genes in the ferroptosis suppressors were detected, 18 out of 369 genes in the ferroptosis drivers were detected and 2 out of 11 genes in the ferroptosis markers were detected.

**TABLE 2:** A list of 56 differentially expressed ferroptosis-related genes.

Expression	Number	Gene
Up	46	TIMP1, FZD7, FTL, PARP9, CTSB, TMSB4X, HSD17B11, CAPG, CAV1, CP, RGS4, TP53, STAT3, DECR1, DDR2, PARP14, TRIM21, CD44, CDKN1A, HAMP, RBMS1, ANO6, QSOX1, RELA, CBR1, RARRES2, PARP12, HMOX1, SMPD1, FXN, NUPR1, PANX1, ENPP2, IDH1, NNMT, PIR, PTPN6, WWTR1, PLIN2, AKR1C3, HSPB1, NCF2, YAP1, P4HB
Down	10	GJA1, TXNIP,DRD4, GOT1, NOX4, SLC40A1, NR4A1, AGPAT3, DUSP1, MEF2C

**TABLE 3:** Roles of ferroptosis-related differentially expressed genes in ferroptosis.

Category	Gene
Ferroptosis drivers	GOT1, AGPAT3, TP53, ANO6, CTSB, QSOX1, TIMP1, PANX1, SMPD1, NOX4, IDH1, PTPN6, WWTR1, TRIM21, YAP1, HMOX1, DDR2, GJA1
Ferroptosis suppressors	HSPB1, FZD7, CD44, CDKN1A, ENPP2, CAV1, SMPD1, GOT1, PIR, P4HB, PARP9, RARRES2, SLC40A1, TP53, AKR1C3, TMSB4X, DECR1, PLIN2, RELA, FTL, FXN, PARP14, NUPR1, HMOX1, STAT3, MEF2C, PARP12, PPARA, SLC16A1, RBMS1, NR4A1 CP
Ferroptosis markers	HSPB1, SLC40A1

### 3.3 Functional enrichment analyses of FRDGs

We performed GO and KEGG enrichment analyses using R software to detect potential biological activities of FRDGs. According to the results of GO analysis, the most important enrichment terms were wound healing, tissue remodeling, and cellular iron homeostasis (Figure 3A). KEGG pathway analysis showed that these FRDGs were significantly enriched in ferroptosis, reactive oxygen species, atherosclerosis, and HIF-1 signaling pathways (Figure 3B).

**FIGURE 3:**
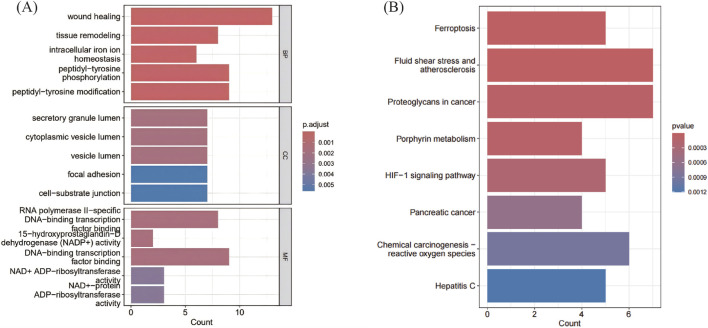
Functional enrichment analysis of FRDGs. **(A)** The top significantly enriched GO terms in the category of biological process, cellular component, and molecular function for the FRDGs. **(B)** KEGG pathway enrichment analysis for the FRDGs.

### 3.4 PPI network construction and screening of hub genes

A protein-protein interaction network was constructed to demonstrate the interactions between FRDGs (Figure 4A). We obtained a PPI network with 120 nodes and 51 edges. 4 out of 56 genes are not related to other molecules and do not form a molecular network. 43 upregulated genes and nine downregulated genes are in the PPI network. Five algorithms (MCC, MNC, Degree, EPC, Closeness) were used to obtain the top 10 hub genes, and the overlapping genes in these five algorithms were chosen as the hub genes. The hub genes we obtained were CDKN1A, HMOX1, CD44, CAV1, STAT3, TIMP1, TP53; all of them were upregulated genes (Figure 4B).

**FIGURE 4:**
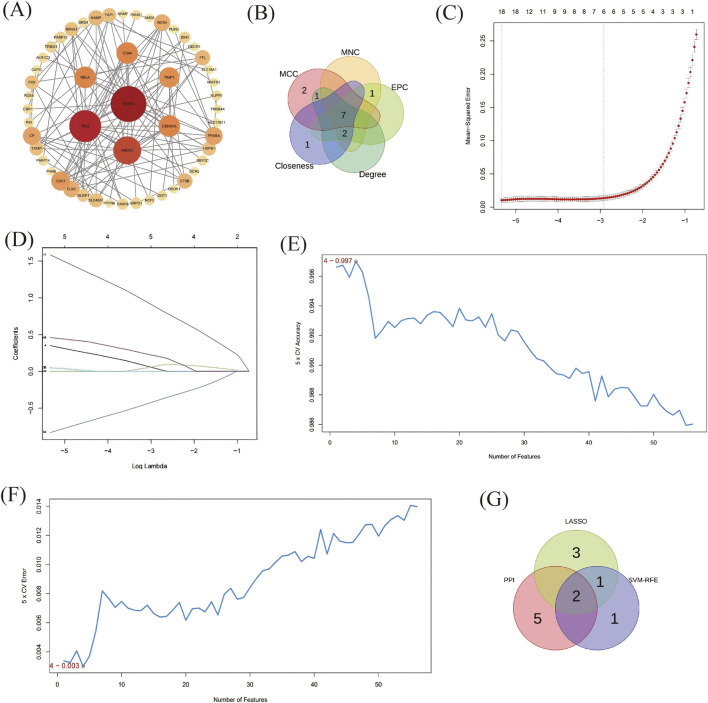
Protein- Protein interaction (PPI) analysis, Identification of genes based on machine learning and screening of ferroptosis-related key DEGs (FRKGs). **(A)** The PPI network of FRDGs. **(B)** Screening of hub genes by Five algorithms (MCC, MNC, Degree, EPC, Closeness) **(C,D)** Least absolute shrinkage and selection operator (LASSO) regression algorithm to screen six FRDGs. **(E,F)** SVM-RFE was used to select four FRDGs. **(G)** The FRKGs obtained from the PPI, LASSO and SVM-RFE models.

### 3.5 Screening genes using machine learning algorithms and acquisition of FRKGs

LASSO regression was applied to all 56 FRDGs. six genes were screened from LASSO regression algorithm (Figure 4CD), which were CP, TIMP1, FZD7, DRD4, STAT3, FTL. four genes could be screened from SVM-RFE algorithm (Figure 4EF), which were TIMP1, FZD7, PARP9, STAT3. genes obtained from the two machine learning methods were intersected with the pivotal genes obtained from PPI. A total of two ferroptosis-related key DEGs (FRKGs) were obtained, which were TIMP1, STAT3 (Figure 4G).

### 3.6 Dataset validation of FRKGs

Through the high-throughput sequencing results of rabbit animal models (Supplementary Material), we found that expression of FRKGs was higher in the PVR samples than in the normal samples (p < 0.05) (Figures 5A–C), which is consistent with the results of the GSE28133 dataset; the ferroptosis-related key DEGs were analyzed by one-way analysis of ROC curves. 

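The rabbit experiment compared 3 normal retina samples with 3 retina samples from rabbits with PVR. In the model, the sclera was punctured, part of the vitreous body was withdrawn, and platelet-rich plasma, the blood fraction in which platelets are concentrated, was injected into the vitreous cavity. The paper's text does not name the time between the injection and the collection of the retinas. Polyadenylated RNA was sequenced on a NovaSeq instrument. The paper's methods name the NEBNext Ultra II kit for the libraries, whereas the sample labels name the VAHTS Universal V6 kit. The authors aligned the reads to the rabbit genome OryCun2.0 with HISAT2 and counted reads per gene with htseq-count, and they deposited these raw counts together with FPKM values. The FPKM of a gene was its count divided by its length and by the total count of the sample, so both units carry the same depth. The 3 normal samples had 38975322, 40832922 and 40079370 counted reads, and the 3 PVR samples had 31904593, 32361023 and 43035080. Of the 28788 genes in the files, 3828 had no count in any sample. Differential expression was tested on the counts with edgeR's quasi-likelihood method after TMM normalization, for the 18697 genes that passed its filter on low counts. The thresholds were those of the paper, an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. Samples of one condition differed by far more than the counting noise, with a chi-square per degree of freedom between 19.6 and 185. Repeat libraries of one animal could also exceed that noise, so this cannot show that the samples are separate animals. The paper's text does not say whether they are. Each sample was treated as a separate replicate. The files give genes by symbol, and no genomic positions are given because an annotation of OryCun2.0 was not used here.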

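STAT3, a transcription factor activated by cytokine receptors, had an FPKM of 16.2 ± 0.487 (SD, n = 3) in the normal samples and 39.6 ± 6.09 (SD, n = 3) in the PVR samples. The ratio of the means was 2.44. The lowest PVR sample, replicate 3, had an FPKM of 32.8, whereas the highest normal sample had 16.8. STAT3 had a log2 fold change of 1.21 (standard error 0.11, adjusted p = 0.00733 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TIMP1, an inhibitor of matrix metalloproteinases, had an FPKM of 7.57 ± 0.657 (SD, n = 3) in the normal samples and 18.5 ± 6.13 (SD, n = 3) in the PVR samples. Its ratio of the means was also 2.44, but the PVR samples were further apart, with FPKM values of 18.7, 24.6 and 12.3. TIMP1 counts were low, between 221 and 256 in the normal samples and between 407 and 611 in the PVR samples. The log2 fold change of TIMP1 was 1.21 (standard error 0.25), with an unadjusted p of 0.00149 and an adjusted p of 0.0634 from the same edgeR test. For both genes, every PVR sample was above every normal sample (two-sided exact permutation test of the mean FPKM, p = 0.1, the smallest p that 3 samples against 3 allow). The adjusted p of TIMP1 moved most with DESeq2, the tool that the paper's methods name, where it was 0.000141. Over the 15 other settings tried it reached 0.268, in the test without PVR replicate 1. It was under 0.05 in 2 of them, DESeq2 and the edgeR test without PVR replicate 3, where it was 0.0225. STAT3 was past the threshold in 14 of the 15 settings, the exception being the test without PVR replicate 1, with an adjusted p of 0.0658. The log2 fold change stayed between 1.13 and 1.32 for STAT3 and between 0.97 and 1.43 for TIMP1. The paper states that expression of the FRKGs was higher in the PVR samples (Figures 5A–C), and it proposes that this result in rabbits matches that in its human dataset.

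**Figure D1:**
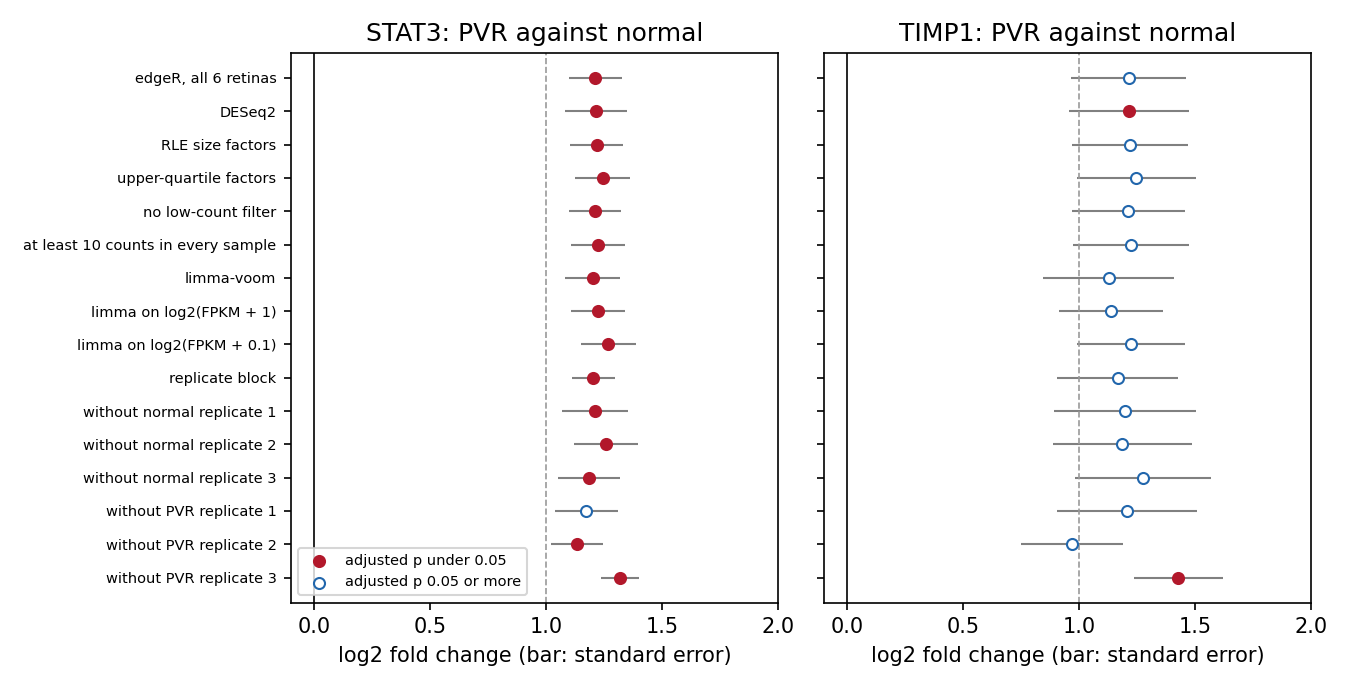
Log2 fold changes of STAT3 and TIMP1 between the 3 PVR and 3 normal retina samples, with bars for the standard error, under edgeR and the 15 other settings. Filled points have an adjusted p under 0.05, and the dashed line marks a log2 fold change of 1. All points lie above 0, and only the DESeq2 test and the test without PVR replicate 3 give a filled point for TIMP1.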

The results showed that the diagnostic accuracy of TIMP1 and STAT3 for PVR were both 100.00% in the GSE28133 dataset (Figure 5D); this suggests that TIMP1 and STAT3 have great diagnostic potential for PVR.

**FIGURE 5:**
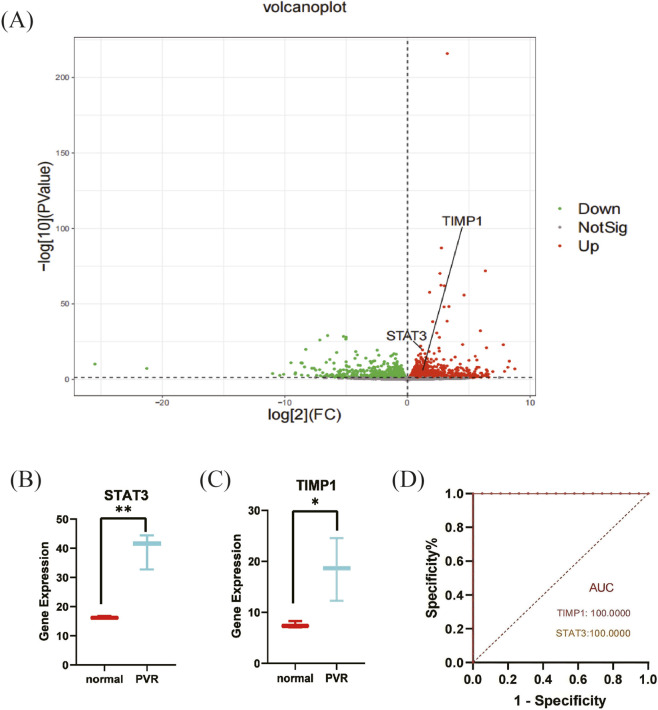
Database validation of ferroptosis-related key DEGs (FRKGs). **(A)** Volcano **(B)** Gene expression of STAT3. **(C)** Gene expression of TIMP1. **(D)** ROC curve of FRHGs in the GSE28133 dataset. PVR, Proliferative vitreoretinopathy.

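Over all genes tested in the rabbit retinas, 129 genes were higher and 59 were lower in PVR past the thresholds on adjusted p and fold change. All 188 had the 3 PVR samples on one side of the 3 normal samples, as did 28% of all genes tested, against the 10% that chance gives for 3 samples against 3. CP, one of the genes selected by LASSO, had the smallest p. Its expression rose from 58.7 ± 5.55 CPM (SD, n = 3) in the normal samples to 552 ± 6.06 CPM (SD, n = 3) in the PVR samples. This was a log2 fold change of 3.23 (standard error 0.10, adjusted p = 3.45e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ranked by p, STAT3 stood at position 23 and TIMP1 at position 438. FZD7, selected by both LASSO and SVM-RFE, had a log2 fold change of 1.10 (standard error 0.12, adjusted p = 0.0106 from the same test), and its adjusted p was 0.082 without PVR replicate 1. Of the other hub genes, CD44 had a log2 fold change of 0.41, which is not past the fold threshold, with an adjusted p of 0.0478. This p was under 0.05 in 6 of the 15 other settings and in none of those with a sample left out, where it was between 0.0606 and 0.257. HMOX1, CDKN1A and CAV1 had adjusted p from 0.155 to 0.673, and with DESeq2 that of HMOX1 was 0.0495. FTL and PARP9 were lower in PVR by fitted log2 fold changes of -0.49 and -1.10, with adjusted p of 0.376 and 0.305. The value of FTL rested on single normal samples, and was -0.07 without normal replicate 2 and -0.76 without normal replicate 3. FTL also has processed copies in many mammalian genomes, so its count is uncertain. Among the genes with a symbol, an adjusted p under 0.05, a mean log2 CPM of at least 3 and no overlap between the groups, the largest increases were those of SAA3, CP, CEBPD, GPNMB and EDNRB, with log2 fold changes from 2.75 to 4.86. The largest decreases among the same genes were those of CEMIP, LRAT, SPARCL1, ERMN and PIGY, with log2 fold changes from -1.95 to -3.04. CP, CEBPD, GPNMB and EDNRB stayed past the threshold in all 15 other settings, whereas SAA3 and the 5 decreasing genes lost it in at least one of the tests with a sample left out. ERMN belongs to myelin, and 11 other oligodendrocyte genes were also lower in PVR. The test of all 6 samples that changed the number of genes past the thresholds most was DESeq2, with 808. With single samples left out, the number fell to 22 without PVR replicate 1 and rose to 436 without PVR replicate 3.

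**Figure D2:**
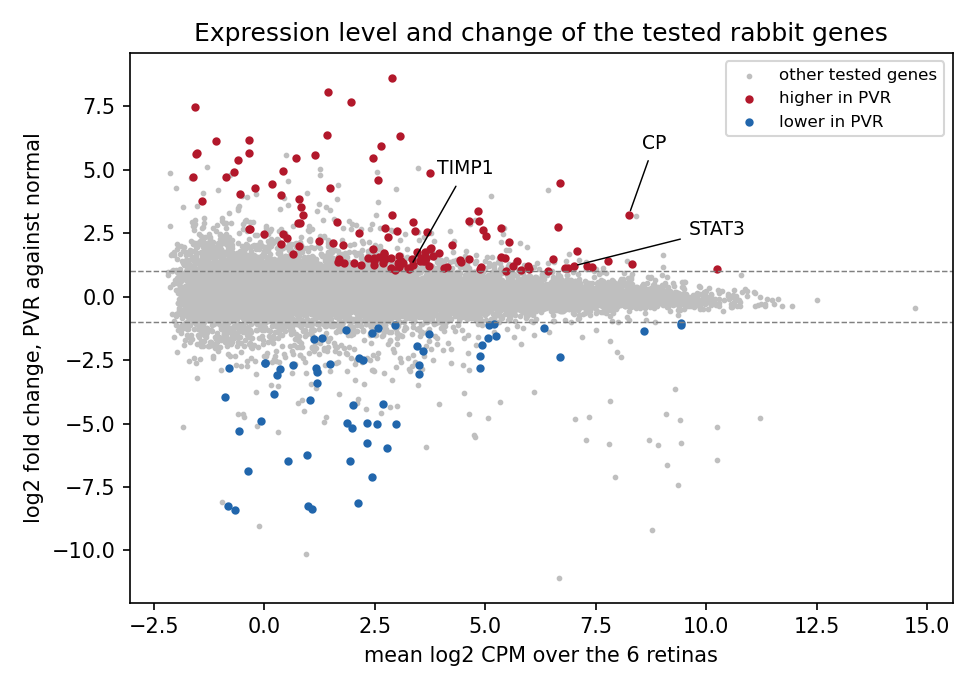
Log2 fold change between PVR and normal retina samples against the mean log2 CPM over the 6 samples, one point per tested gene. The 129 genes higher in PVR and the 59 lower in PVR are coloured, and dashed lines mark log2 fold changes of 1 and -1. CP and STAT3 lie among the coloured points at high expression, and TIMP1 lies at a lower level and is not coloured.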

### 3.7 Immune infiltration analyses

We also performed a CIBERSORT immune cell infiltration analysis. The histogram (Figure 6A) shows the proportion of 21 infiltrating immune cells in each sample. There were some differences in immune infiltration between the PVR group and the normal specimen group. Specifically, PVR samples had lower proportions of memory B cells, proportions of plasma cells, and proportions of T regulatory cells; and higher proportions of activated memory CD4^+^ T cells, and proportions of M1-type and M2-type macrophages, compared with normal samples (Figure 6B). In the relationship between the expression of key genes and immune cell infiltration, the expression of TIMP1 and STAT3 was significantly negatively correlated with the proportion of memory B cells, plasma cells, and T regulatory cells (Figure 6C).

**FIGURE 6:**
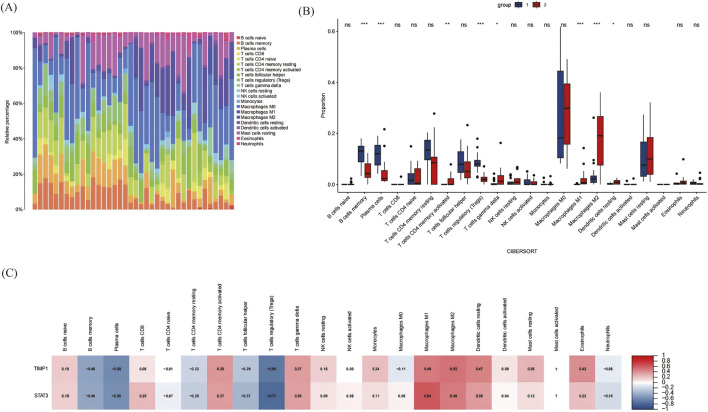
Immune infiltration analyses. **(A)** The histograms of 21 immune cell proportions in PVR samples and normal samples. **(B)** The box plot of differences in immune infiltration in the two groups. *p < 0.05, **p < 0.01, ***p < 0.001. Blue represents the normal group, and red represents the PVR group. **(C)** The correlation between ferroptosis-related key DEGs (FRKGs) expression and different immune cells; the numbers in the cell represent the correlation coefficient. PVR, Proliferative vitreoretinopathy.

### 3.8 Experimental validation

Key genes were verified using qRT-PCR analysis. The results showed that the expression of both TIMP1 and STAT3 was significantly upregulated and statistically significant (p < 0.05) in the EMT model group compared to the normal group, which was consistent with the results of bioinformatics analysis (Figure 7A,B). Western blot analysis showed significantly increased GPX4 protein expression in retinal tissues from the rabbit PVR model compared with controls (P < 0.001) (Supplementary Figure S1).

**FIGURE 7:**
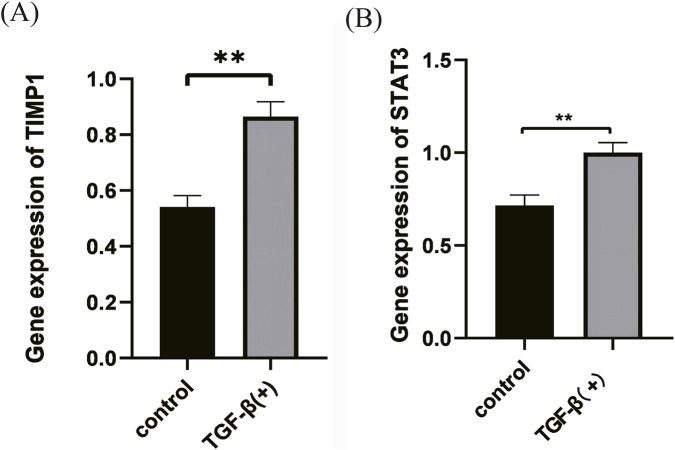
External validation of ferroptosis-related key DEGs (FRKGs). **(A,B)** The mRNA levels of TIMP1 and STAT3 adjusted by GAPDH were evaluated in cell samples by qRT-PCR. Control: normal control group; TGF-(β): the EMT model group, **p < 0.01 vs. TGF-(β).

## 4 Discussion

Proliferative vitreoretinopathy (PVR) is a vision-threatening retinal disorder characterized by excessive proliferation, migration, and phenotypic transformation of retinal pigment epithelium (RPE) cells following retinal injury (Idrees et al., 2019; Della Volpe Waizel et al., 2024). Ferroptosis, as a novel mode of programmed cell death, is closely associated with the pathophysiological state of various ocular diseases, such as corneal alkali burns, diabetic retinopathy, glaucoma, and age-related macular degeneration (Wang et al., 2022; Guo et al., 2022; Peng et al., 2020). In addition, targeting ferroptosis is a promising therapeutic approach for ocular disease (Wang et al., 2022; Zhang et al., 2022). Although epithelial–mesenchymal transition (EMT), oxidative stress, and inflammation are well-recognized contributors to PVR pathogenesis, the potential involvement of ferroptosis-related pathways remains incompletely understood.

In the present study, we performed a comprehensive transcriptomic analysis combined with machine learning approaches to explore whether ferroptosis-associated gene expression patterns are altered in PVR. Rather than establishing a direct causal role for ferroptosis, our findings suggest that ferroptosis-related regulatory pathways may be engaged during PVR progression and could interact with known pathological processes such as extracellular matrix remodeling and immune microenvironment alterations.

We identified 56 ferroptosis-related DEGs between PVR and normal samples, which were mainly involved in wound healing and tissue remodeling processes during biological processes by GO enrichment analysis. Studies have shown that PVR is a complex pathological process involving an abnormal repair response after retinal injury (Idrees et al., 2019). The formation of PVR is associated with a variety of cell types in the eye, including retinal pigment epithelium (RPE) cells, neuroglia, fibroblasts, fibroblast-like cells, and macrophages. These cells play an important role in the pathogenesis of PVR, especially during retinal injury and repair. And wound healing and tissue remodeling are key aspects in the development of PVR (Feist et al., 2014). During normal wound healing, tissues go through three stages: inflammation, proliferation and remodeling (Talbott et al., 2022). However, in PVR, this process becomes excessive and dysregulated. It has been found that ferroptosis plays a role in the wound healing process, that ferroptosis is involved in the diabetic wound healing process, and that inhibition of ferroptosis ameliorates the inflammatory infiltrate of diabetic wounds and accelerates wound healing through activation of the PI3K/AKT pathway (Li et al., 2021). Therefore, ferroptosis may be involved in the development of PVR by affecting the wound healing process. KEGG pathway enrichment analysis showed that differentially expressed FRDGs were mainly enriched in the ferroptosis pathway, atherosclerosis pathway, and the HIF-1 signaling pathway. The HIF-1 signaling pathway is a key regulator of the cellular response to the hypoxic environment, and consists of two subunits, HIF-1α and HIF-1β (Mialet-Perez and Belaidi, 2024). Under normoxia conditions, HIF-1α is hydroxylated and rapidly degraded, whereas under hypoxic conditions, HIF-1α becomes stable and is able to activate a variety of genes associated with adaptation to hypoxia, such as the VEGF gene, which promotes angiogenesis, and the EPO gene, which regulates erythropoiesis This property of the HIF-1 signaling pathway has led to an important role in a variety of hypoxia-associated disorders, including tumor cardiovascular diseases and some ocular diseases (Guo et al., 2023; Xu et al., 2023). Although direct evidence linking HIF-1 signaling to PVR remains limited, hypoxia-responsive pathways have been implicated in retinal diseases characterized by cellular proliferation and extracellular matrix remodeling. Therefore, activation of HIF-1–related signaling may represent an adaptive or secondary response during PVR progression rather than a primary driver of disease onset.

In this study, TIMP1 and STAT3 were identified as ferroptosis-associated candidate genes through integrative bioinformatics and machine learning analyses. Importantly, both genes are known to participate in multiple biological processes beyond ferroptosis, including extracellular matrix remodeling, inflammation, cell proliferation, and EMT. Therefore, they should not be regarded as ferroptosis-specific markers. TIMP1 is a well-characterized inhibitor of matrix metalloproteinases and plays a crucial role in extracellular matrix turnover and tissue remodeling (Cabral-Pacheco et al., 2020; Tian et al., 2022). Dysregulated extracellular matrix accumulation is a hallmark of PVR, and increased TIMP1 expression may contribute to fibrotic membrane formation by modulating matrix degradation and cellular migration. In addition, TIMP1 has been reported to exert cytokine-like functions and participate in inflammatory regulation, which may further influence PVR progression (Schoeps et al., 2023; Symeonidis et al., 2012). STAT3 is a multifunctional transcription factor involved in cell survival, proliferation, inflammation, and EMT (Sadrkhanloo et al., 2022). Activation of STAT3 signaling has been implicated in EMT-related phenotypic changes of RPE cells, a central event in PVR pathogenesis. Given its broad regulatory roles, increased STAT3 expression in PVR may reflect enhanced cellular activation and inflammatory signaling rather than a direct indication of ferroptotic cell death. Taken together, our results suggest that TIMP1 and STAT3 may represent convergent nodes linking ferroptosis-related regulatory responses with fibrosis- and inflammation-associated pathways in PVR, rather than exclusive mediators of ferroptosis. Future studies need to delve into the specific mechanisms of TIMP1 and STAT3 in ferroptosis in PVR, including how they interact with other molecules and their specific regulatory pathways in lesion development. In addition, investigating their potential as potential therapeutic targets and how to inhibit the development of PVR by interfering with these genes is also an important direction for future research.

ROC curve analysis demonstrated that TIMP1 and STAT3 showed strong discriminative ability between PVR and control samples within the discovery dataset. However, given the limited sample size and the absence of an independent validation cohort, these results should be interpreted with caution. Therefore, TIMP1 and STAT3 should be regarded as preliminary candidate biomarkers rather than definitive diagnostic markers for PVR. Future studies involving larger cohorts and independent validation datasets will be necessary to evaluate their diagnostic robustness and clinical applicability.

The inflammatory response plays a key role in the development of PVR. When detachment or other damage occurs in the retina, inflammatory cells such as macrophages and lymphocytes are attracted to the damaged area. These inflammatory cells release cytokines and growth factors, such as tumor necrosis factor alpha (TNF-α) and platelet-derived growth factor (PDGF), which promote the activation, proliferation, and migration of retinal pigment epithelium (RPE) cells. RPE cells are normally quiescent, but in PVR, cytokine stimulation resulting from inflammatory responses causes RPE cells to undergo epithelial-mesenchymal transformation (EMT) into fibroblast-like cells with the ability to migrate and proliferate. These cells are not only involved in the formation of proliferative membranes, but also enhance the stability and contractility of proliferative membranes by releasing matrix and collagen, which ultimately leads to retinal pulling and detachment. In addition, the inflammatory response may further contribute to the development of PVR by activating other signaling pathways such as NF-κB, MAPK, JAK/STAT, and PI3K/Akt. The activation of these signaling pathways increased the proliferation, migration, and differentiation of RPE cells, which exacerbated the pathological process of PVR (Newman et al., 2015; Duan et al., 2023). Therefore, we analyzed the immune microenvironment by using CIBERSORT to investigate the molecular immune mechanisms associated with ferroptosis in PVR. The results showed that the proportion of memory B cells, the proportion of plasma cells, and the proportion of T regulatory cells were significantly decreased, and the proportion of memory CD4^+^ T cells, and the proportion of M1-type and M2-type macrophages were significantly increased in PVR samples. This is consistent with previous findings (Charteris et al., 1993). Unsurprisingly, the high expression of TIMP1 and STAT3 was associated with a lower proportion of memory B cells and a lower proportion of plasma cells in the PVR. We hypothesize that these two FRKGs are involved in the inflammatory response and immune processes of PVR onset and progression by influencing the immune microenvironment. It should be noted that immune infiltration was inferred from bulk transcriptomic data using computational deconvolution, which has inherent limitations. Therefore, the observed immune alterations require further validation using experimental and single-cell approaches.

Our qRT-PCR results showed an increase in the expression of TIMP1 and STAT3 with statistical significance (P < 0.05). In the present study, Western blot analysis demonstrated significantly increased GPX4 protein expression in retinal tissues from the rabbit PVR model compared with controls (P < 0.001). Notably, increased GPX4 expression does not necessarily indicate the decrease of ferroptotic cell death. Instead, it may represent a compensatory or protective response to elevated oxidative stress and lipid peroxidation during PVR progression. This finding supports the notion that ferroptosis-related regulatory mechanisms are altered in PVR, although further functional studies are required to determine whether ferroptosis directly contributes to cellular injury in this context.

In summary, this study provides a transcriptome-based exploration of ferroptosis-associated gene expression patterns in PVR. Our findings suggest that ferroptosis-related regulatory pathways may interact with extracellular matrix remodeling, EMT, and immune responses during PVR progression. However, this study is limited by the use of a single public dataset, a relatively small sample size, and the lack of direct functional manipulation of ferroptosis. Future *in vivo* and *in vitro* studies will be required to clarify the mechanistic role of ferroptosis and to validate the clinical relevance of TIMP1 and STAT3 in PVR.

## 5 Conclusion

In conclusion, this study provides a transcriptome-based exploration of ferroptosis-associated gene expression patterns in PVR. TIMP1 and STAT3 were identified as candidate genes associated with ferroptosis-related regulatory pathways and may reflect pathological processes involving extracellular matrix remodeling and immune responses in PVR. However, the mechanistic role of ferroptosis in PVR remains to be clarified, and further experimental and clinical validation is required.

## Data Availability

The transcriptomic data analyzed in this study are publicly available in the NCBI Gene Expression Omnibus (GEO) repository under accession numbers GSE28133 and GSE285957. All scripts used for data preprocessing and analysis are available at https://github.com/liujiangying68/PVR-ferroptosis-transcriptomics.

# Supplementary material for: Identification of potential ferroptosis-related biomarkers in proliferative vitreoretinopathy based on machine learning
**Source:** Front Mol Biosci. 2026 Feb 10;13:1725407. doi: 10.3389/fmolb.2026.1725407
**Supplement:** Supplementary file 1

## Supplementary

Figure 1S Relative GPX4 protein expression (normalized to GAPDH).

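The supplement reports a protein measurement by western blot in rabbit retinal tissue, a different assay from the RNA sequencing of the rabbit retinas. In a western blot, proteins are separated by size, transferred to a membrane and detected with an antibody, and the intensity of the band stands for the amount of protein. GPX4 is a glutathione peroxidase that reduces lipid peroxides, and its loss is one of the routes to ferroptosis. Dividing the GPX4 band by the GAPDH band of the same sample corrects for unequal loading of the lanes. It also means that a change in GAPDH itself would move the ratio in the opposite direction. The band intensities were not analysed here.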

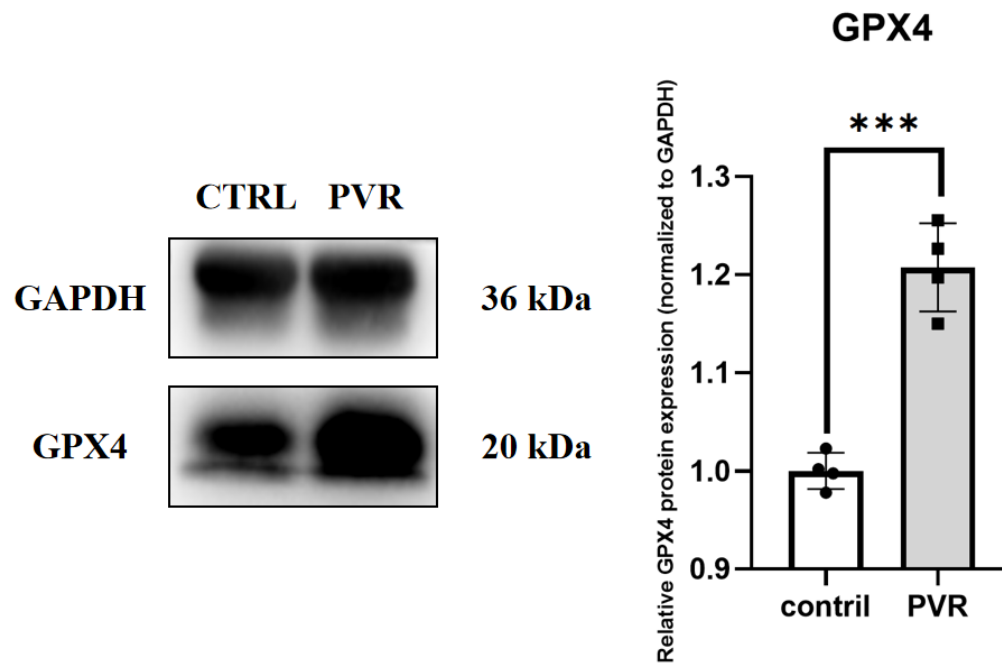

The protein levels of GPX4 adjusted by GAPDH were evaluated in rabbits samples by western blotting.  $n=4$ , \*\*\* $p<0.001$ .

How the deposited data were processed for this re-analysis (not part of the article)

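RNA from 3 normal and 3 PVR rabbit retina samples was sequenced by the authors, and samples were grouped by the condition in their labels. The authors aligned the reads to OryCun2.0 with HISAT2 and counted them per gene with htseq-count, and the raw count of each gene in each sample was deposited without normalization. The strand setting of the counting and the annotation release are not named in the paper's text. The authors also deposited an FPKM value for each gene. Dividing the counts by the FPKM values gave the same length for each gene in every sample (largest relative difference 4.24e-09), so the FPKM values rest on the same reads and use the total count of each sample as depth. Each column of both tables was matched to a sample by name.

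The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed with edgeR's default filter, which left 18697 of 28788 genes, and TMM factors were computed. A quasi-likelihood model with the condition as its single term was fitted, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The thresholds were an adjusted p of 0.05 and a log2 fold change of 1, as in the paper's methods. The standard error of a log2 fold change is its size divided by the square root of edgeR's F statistic. FPKM means of TIMP1 and STAT3 were compared with a two-sided exact permutation test in SciPy 1.17.1, which cannot give a p under 0.1 for 3 samples against 3. The edgeR, DESeq2 and limma p-values come from models that share information on the spread across genes.

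The depth was between 31904593 and 43035080 counted reads per sample. A gene at or under 3 counts in all samples of a group was treated as being at the limit of detection, and a fold against such a group is given as a lower bound. These limits cover counting error only, since reads without molecular identifiers are not independent molecules.

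Gene sets were tested with limma 3.58.1 using camera with its preset correlation of 0.01 on log2 CPM with a prior count of 2, and with fry and camera with an estimated correlation as alternatives. Before the data were examined, 20 gene lists were set: the upregulated and downregulated FRDGs, the hub genes, the machine learning genes and 16 lists of ferroptosis, retinal, immune, blood, matrix, lens, proliferation and interferon genes. The number of lists past an adjusted p of 0.05 was the result. The lists of endothelial, pericyte, oligodendrocyte and further lens genes were set later, after VWF, CDH5, ERMN and the crystallins had been seen to differ and before their own members were looked at. Genes were matched by symbol, and otherwise through the gene identifiers or older symbols of RefSeq's annotation of the assembly mOryCun1.1, which is not the build of the files and was used for names only. Table 2 gives 46 as the number of upregulated genes but prints 44 symbols. Table 3 also names PPARA and SLC16A1, which Table 2 does not print, and these were not added. Of the 44 symbols, 42 were matched, and of the 10 downregulated symbols, 9 were matched. NNMT, AKR1C3 and DRD4 were not matched and are not reported.

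By a rule set at the same time as the lists, genes named in the text are those the paper names as FRKGs, hub, LASSO or SVM-RFE genes, GPX4 and GAPDH, members of the gene lists, and the 5 largest increases and 5 largest decreases among genes with a symbol, an adjusted p under 0.05, a mean log2 CPM of at least 3 and no overlap between the groups. Genes chosen after their values were seen are marked as such.

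The alternatives were DESeq2 1.42.0 (the paper used an older version), RLE and upper-quartile factors, no filter on low counts, at least 10 counts in every sample, limma-voom, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a replicate block, and each sample left out in turn. All p-values that DESeq2 leaves without a value were kept so. The tests were checked on simulated counts for the 18697 genes, of which 200 were given known changes. A call there was an adjusted p under 0.05 with no minimum fold change, unlike the calls in the data. The spread of each simulated gene was edgeR's own estimate. The edgeR test recovered 146 of them (73%) with 5 false calls among 151. DESeq2 recovered 165 with 44 false calls among 209, and limma-voom recovered 138 with 1 false call among 139. In simulated sets, camera gave a p under 0.05 for 1.6% of unchanged lists, fry for 5% and camera with an estimated correlation for 0.2%. The simulated genes varied independently and the lists were random. These shares therefore do not cover lists whose genes vary together. Tables were made with Python 3.11.15 and pandas 2.3.3, and figures with matplotlib 3.10.9.

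The reads themselves, the human dataset, the qRT-PCR and the western blot were not analysed here.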

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

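The lists of lens, endothelial, pericyte and oligodendrocyte genes were set after single genes of these kinds had been seen to differ, and the comparison of the crystallin level between libraries and the search for genes present in one group only were chosen after the result was seen.

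One normal sample stood far from the other normal samples in lens genes, which the paper does not discuss. The 5 crystallins CRYAA, CRYBB1, CRYBB2, CRYBA1 and CRYBA4 took 2.89% of all counts in normal replicate 2, against 0.00143% and 0.0011% in normal replicates 1 and 3. A candidate explanation is lens tissue in the retina sample of normal replicate 2. If so, lens genes other than crystallins would also be far higher there, and they were: over 6 such genes, among them BFSP1, BFSP2 and LGSN, the median ratio of normal replicate 2 to the mean of normal replicates 1 and 3 was 1021. BFSP1 had 36364 counts in normal replicate 2 and 25 in each of the other normal samples. LGSN, the most abundant, had 50689 counts there and 10 and 16 in the other normal samples. All 6 genes had counts in the other normal retinas, and 3 of the 6 are on the earlier lens list as well. The design gives no condition that sets normal replicate 2 apart, so no biological explanation was tested. Leaving this sample out, 46 genes were higher and 18 lower in PVR in place of 129 and 59. The log2 fold change of STAT3 was then 1.26 (adjusted p = 0.0241 from edgeR) and that of TIMP1 was 1.19 (adjusted p = 0.183 from edgeR). Over all alternatives, the adjusted p ranged from 5.01e-17 to 0.0658 for STAT3 and from 0.000141 to 0.268 for TIMP1.

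Lens genes were also higher in the 3 PVR samples than in normal replicates 1 and 3. The same 5 crystallins took 0.0285%, 0.0242% and 0.0291% of the counts in the PVR samples. Over the 6 other lens genes, the median ratio of PVR to normal replicates 1 and 3 was 12, and 5 of the 6 were higher in every PVR sample than in both of these normal samples. HSF4 was not. If reads of normal replicate 2 were counted in all other libraries alike, each would carry a like share of its crystallin level. The PVR samples carried 0.615% of it and normal replicates 1 and 3 carried 0.0295%, a ratio of 20.8. This argues against an even spread of such reads. Reads that reached only the PVR libraries are not tested by it, as shared lanes or indexes are not named in the paper's text. A retina that makes crystallins itself is a biological explanation that the design allows, but it would not by itself raise BFSP1, BFSP2 and LGSN. Lens tissue or lens RNA in the PVR samples may account for both groups of genes. The other lens genes stood at 1.09% of their level in normal replicate 2, against 0.615% for the crystallins. The order over PVR replicates 1 to 3 differed, however. LGSN had 276, 398 and 143 counts there and BFSP1 398, 513 and 330, whereas the crystallin share was lowest in PVR replicate 2 and highest in PVR replicate 3. A common lens source for both groups is therefore not shown. Whether the puncture of the eye or the dissection brought lens tissue there was not tested. The comparison leaves out normal replicate 2, and with that sample the same genes had a median log2 fold change of -5.09 with edgeR and -0.15 with limma-voom, against 3.22 with edgeR without it.

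Oligodendrocyte genes were lower in PVR, outside the genes the paper discusses. The median log2 fold change of 11 such genes, which do not include ERMN, was -2.56, and all 11 were lower. With limma's camera the p of the list was 5.67e-08 for its preset correlation and 0.104 for an estimated one, and fry gave 0.0158. In the normal samples, 6 of the 11 had a mean over 10 CPM. The abundant MBP had 998, 4377 and 9682 counts in the normal samples and 251, 353 and 419 in the PVR samples. The normal samples thus differed among themselves by as much as some differed from PVR, and without normal replicate 3 the median was -1.66. On the log2(FPKM + 1) scale it was -1.23. In rabbits, myelinated fibres and retinal vessels lie together in one part of the retina. Fewer myelinated fibres in the PVR retinas that were sampled may account for the decrease. Whether that reflects the part of the retina taken or a loss of fibres in PVR remains open. The tests do not separate them, as the position of the samples is not given. For the vessels the values were divided. Over 11 endothelial genes, which do not include VWF and CDH5, the median log2 fold change was -0.65, with 3 genes higher and 8 lower. The p of this list was 0.0119 with camera, 0.012 with fry and 0.0639 with an estimated correlation. CLDN5 had 43, 139 and 296 counts in the normal samples and 11, 3 and 24 in PVR, whereas the abundant FLT1 and KDR had log2 fold changes of 0.27 and 0.17, and that of KDR was 0.06 without normal replicate 3. VWF, from which this question arose, had 228, 620 and 950 counts in the normal samples and 14, 13 and 25 in PVR, with a log2 fold change of -5.02 (adjusted p = 0.0119 from edgeR, up to 0.116 and under 0.05 in 12 of the 15 alternatives). Having been seen first, VWF and CDH5 are not a test of fewer vessels. With members of the list going both ways, fewer vessels and other reasons for the decrease of single genes cannot be told apart. ERG was at or under 3 counts in all PVR samples, and with it at its bound the median was the same. The list moved to -0.12 on the log2(FPKM + 1) scale and to -0.15 for genes with at least 10 counts in every sample. Pericyte genes had a median of -0.35 over 6 genes (p = 0.0627 from limma's camera, a model over all genes and not an exact test). It fell in size to -0.01 without normal replicate 3 and to -0.06 without PVR replicate 2. It grew to -0.55 without normal replicate 2 and to -0.77 without PVR replicate 3. The test, unit and filter moved it as well, to -0.63 with limma-voom and -0.08 on the log2(FPKM + 1) scale. Over the 3 pericyte genes with at least 10 counts in every sample it was -0.20. RGS5 alone among them had an adjusted p under 0.05, with a log2 fold change of -5.97 (adjusted p = 0.0238 from edgeR, up to 0.186 and under 0.05 in 9 of its 14 alternatives).

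A further 17 genes were present in all samples of one group and nearly absent from the other, by a criterion of a 20-fold difference between their nearest samples that sets values under 0.03 CPM to 0.03 CPM. Against the limit of 3 counts used for the folds given here, the bound can be under 20. They were searched for after the data had been seen. Of these, 8 were present in PVR and 9 in the normal samples, and 13 have no symbol in the files. The 4 with a symbol, chosen after their values were seen, were FPR2, CDH5, MOCS3 and SRPRB. FPR2 had 50, 48 and 60 counts in PVR and 2, 1 and 0 in the normal samples, at least 19.7-fold higher. CDH5 had 24, 41 and 103 counts in the normal samples and 0, 0 and 1 in PVR, at least 16.3-fold lower. MOCS3 had 271, 241 and 356 counts in the normal samples and 2, 1 and 6 in PVR. Of the 10 splits of the 6 samples into groups of 3, 1 gave as many such genes, the real one, and the most in another split was 3. The other splits gave 0, 2 or 3 such genes, against 17. Chance acting on each gene separately would favour no split, so these values argue against it for the 17 genes. Genes that vary together between samples could still fall into a single split by chance. With 10 splits a share under 0.1 cannot be reached, so the count does not decide on that form of chance. A difference in strain or descent between the normal and PVR rabbits could also give genes that are read in one group only, since a variant against the reference can keep reads from being counted. The paper does not name the strain, and this was not tested. An effect of PVR itself remains open as well.

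Of the 188 genes past the thresholds, 183 are outside the symbols printed in Table 2. This is the list of FRDGs from which the paper takes its candidates, with 44 of its 46 upregulated genes printed. Of the 18697 genes tested, it holds 41 upregulated and 9 downregulated ones. Most calls would therefore fall outside it whatever the data. CP, FZD7, STAT3, RARRES2 and NUPR1 are the 5 within it. Differences in depth argue little for this number: with all samples thinned to the smallest total of 31904593, 178 genes were past the thresholds. The log2 fold changes rose with gene length across all tested genes (Spearman rho 0.16, across genes, which are not independent replicates), and the median length was 3654 bases for genes higher in PVR and 2560 for genes lower. With the trend along length removed, 175 of the 188 still had a log2 fold change beyond 1 in the same direction, which argues against length as the whole cause. Of the 10 splits of the 6 samples, 1 had as many genes past the thresholds, the real one, and the most in another split was 2. Since no share under 0.1 is possible, the splits alone do not decide. In the simulated counts, called by adjusted p alone, 5 of the 151 edgeR calls were false. This argues against noise of the kind simulated as the source of most calls. The simulation cannot show how these samples differ by chance. CP was past the thresholds in all 15 alternatives, but it had the smallest p and speaks for itself only. These values do not separate PVR from other differences between the groups of rabbits. A biological effect of PVR is a hypothesis that these values leave open, and the count itself was 81, 64 and 370 without normal replicates 1, 2 and 3, and 22, 93 and 436 without PVR replicates 1, 2 and 3.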

How the results depend on the processing

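Apart from 8 settings for the number of gene lists, which were chosen after seeing the data, each alternative was set in advance. STAT3 kept its direction in all 15 alternatives and its side of the threshold in 14. Without PVR replicate 1 its adjusted p from edgeR was 0.0658, and its log2 fold change ranged from 1.13 to 1.32 over the 6 fits that each left out one sample. TIMP1 kept its direction in all 15 alternatives and was past the threshold in 2. DESeq2 gave 1.22 with an adjusted p of 0.000141, and the fits with one sample left out ranged from 0.97 to 1.43, of which the one without PVR replicate 3 had an adjusted p of 0.0225 from edgeR. GPX4 stayed lower in PVR and not past the threshold in all 15. The differences in mean FPKM of TIMP1 and STAT3 stayed above 0 on the log2(FPKM + 1), log2(FPKM + 0.1) and CPM scales and with each sample left out, in designs too small to pass the threshold.

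The number of genes past the thresholds depended on the test and on single samples. From 129 higher and 59 lower, it moved to 565 and 243 with DESeq2, which called all 188 genes that edgeR called, to 68 and 19 with limma on log2(FPKM + 1), and to 37 lower with limma-voom. It was 31 lower with at least 10 counts in every sample, a filter that removes genes that fell to few counts. Across the 6 fits that each left out one sample, it ranged from 16 to 373 higher and from 6 to 159 lower. Without PVR replicate 1 all 22 calls were among the 188, and without PVR replicate 3, 165 of the 436 calls were. Without a minimum fold change, 203 genes were higher and 115 lower at an adjusted p under 0.05, and 2104 and 1859 at an unadjusted p under 0.05. RLE and upper-quartile factors, no filter and log2(FPKM + 0.1) stayed within 1.5 times. Apart from the construction of the filter, the cause was not tested.

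Samples of the same number shared only that number: the deviations of normal and PVR samples with the same number had correlations of -0.0129, 0.0734 and 0.0417. With the replicate block, 56 genes were higher and 26 lower, and 11 gene lists were past the threshold in place of 7.

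For the upregulated FRDGs, the median of 0.19 kept its sign in all alternatives, and its p stayed under 0.05 except with an estimated correlation (p = 0.0995 from limma's camera). For the downregulated FRDGs, the median of 0.22 kept its sign, and of the set tests only fry had a value under 0.05, at 0.00907. With an estimated correlation 0 of the 20 lists were past the adjusted threshold and 1 had an unadjusted p under 0.05. With one sample left out, 6 to 9 lists were past it. Of the 8 settings of scaling, filter, test and unit added for this number, DESeq2 gave 13, and the other settings from 7 to 10, each with all 7 lists among them. The 34 other named genes gave 507 further values: 69 were weaker, 13 stronger and 0 reversed. The causes were not tested.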

Differences from the paper's values

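The smallest p of any gene differed from the volcano plot of the paper. In Fig. 5A the highest point lies at a minus log10 p of about 220, read by eye, whereas the highest value here was 8.48, that of CP with edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, gave 202 for CP and falls within 1.5 times the paper's value. None of the others did, with values from 6.77 to 9.63.

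The lowest log2 fold change also differed. In Fig. 5A the leftmost point lies at about -25, read by eye, whereas the lowest log2 fold change here was -11.07 with edgeR. With DESeq2, the lowest value was -25.49, from a gene with 0 counts in all 3 PVR samples. The size of a fold against such a group depends on how the software fits it. DESeq2 1.42.0 gave this gene no p, so it could not be placed on a volcano plot here. Its nearness to -25 therefore does not settle the source of the difference. The other alternatives gave values from -3.95 to -13.62.

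The paper's volcano plot marks TIMP1 as upregulated and its text gives a p under 0.05 for both FRKGs, without saying in that sentence whether p was adjusted. Here TIMP1 had an unadjusted p of 0.00149 and an adjusted p of 0.0634 with edgeR, so it was not past the adjusted threshold that the paper's methods state. DESeq2 (adjusted p = 0.000141) and edgeR without PVR replicate 3 (adjusted p = 0.0225) called it, and the other 13 alternatives did not, with adjusted p from 0.0507 to 0.268.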

Other observations

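The counts of splits of the samples were planned with the tests, and the genes with the lowest fold changes were looked at, and the tests of all lists with DESeq2, limma and other scalings and filters were added, after the result was seen.

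The mRNA of GPX4, whose protein the paper reports as higher in rabbit PVR by western blot (Supplementary Figure S1), was not higher in the sequenced retinas. Its FPKM was 205 ± 46.9 (SD, n = 3) in the normal samples and 170 ± 24.5 (SD, n = 3) in the PVR samples. The log2 fold change was -0.34 (standard error 0.20, adjusted p = 0.356 from edgeR), with adjusted p from 0.102 to 0.652 over the alternatives. It was -0.53 without normal replicate 3, and -0.23 without normal replicate 1 and without PVR replicate 2. GAPDH, the reference of that blot, had a log2 fold change of -0.38 (standard error 0.11, adjusted p = 0.117 from edgeR), and with DESeq2 its adjusted p was 0.0264. Its adjusted p reached 0.779 over the alternatives. GAPDH has processed copies in many mammalian genomes, so its count is uncertain. The blots and the sequencing measure different molecules, and whether they used the same retinas is not named in the paper's text.

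The FRDGs printed in Table 2, selected in human samples, were looked up in the rabbit retinas. The table prints 44 of its 46 upregulated genes. Of the 41 upregulated FRDGs that could be tested, 29 were higher in PVR, with a median log2 fold change of 0.19 (camera adjusted p = 0.00377). In the table of all genes, 6 of the 41 had an adjusted p under 0.05 with edgeR, and 8 adjusted over the list alone, all higher in PVR. Leaving out normal replicate 2 moved the median to 0.35. Of the 9 downregulated FRDGs, 5 were higher in PVR and 4 lower, with a median of 0.22 (camera adjusted p = 0.406), so the direction of the human list was not seen. None of these 9 had an adjusted p under 0.05, over the list alone or over all genes. Without PVR replicate 2 this median was 0.10 and without normal replicate 1 it was 0.12. For each of the lists, 1 of the 10 splits of the 6 samples, the real one, gave as large a median in either direction, and the next largest was 0.14 for both. With 10 splits a share under 0.1 is not possible, so chance and the condition cannot be told apart by this count.

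Of the 20 gene lists set in advance, 7 were past an adjusted p of 0.05 with camera, and 5 of these 7 also with fry. The number depended on the test. DESeq2, applied to the lists only after the result was seen, gave 13 lists, which held all 7 and added the cone, RPE, fibroblast and matrix, B and plasma cell, lens and interferon lists. Limma-voom and log2(FPKM + 1), applied in the same way, gave 10 lists each, which held all 7 and added the cone, RPE and fibroblast and matrix lists. The hub genes had a median log2 fold change of 0.41 with 5 of 7 higher (adjusted p = 0.0334) and the machine learning genes 1.16 with 4 of 6 higher (adjusted p = 0.00284), but all members of these lists are also among the FRDGs of Table 2. Rod photoreceptor genes had a median of -0.34 with 10 of 10 lower (adjusted p = 0.00284), and macrophage and microglia genes 0.86 with 9 of 9 higher (adjusted p = 0.00284), and these 2 lists were not past the threshold with fry (adjusted p = 0.149 and 0.167). Mueller glia genes had a median of -0.36 with 5 of 7 lower (adjusted p = 0.0327). GLUL was at -1.11 and RLBP1 at -0.89, whereas SLC1A3 and DKK3 were higher, at 0.08 and 0.10, and AQP4 was at -0.03. The adjusted p of GLUL was under 0.05 in 14 and that of RLBP1 in 10 of the 15 alternatives. The list was not past the threshold without normal replicate 3 or PVR replicate 2. Gliosis genes had a median of 0.87 with 3 of 4 higher (adjusted p = 0.0327). SOCS3 was at 3.22, GFAP at 1.39, OSMR at 0.34 and VIM at -0.17. GFAP had 2236, 7072 and 9885 counts in the normal samples and 14372, 15192 and 16979 in PVR. The other 13 lists had adjusted p from 0.0601 to 0.945 with camera on the edgeR values. Their medians were 0.22 for the downregulated FRDGs, -0.03 for ferroptosis core genes, -0.26 for cones, -0.00 for bipolar cells, -0.19 for amacrine and ganglion cells, -0.52 for RPE, -0.13 for T cells, 1.74 for B and plasma cells, -0.27 for platelets and red cells, 1.65 for fibroblasts and matrix, -5.11 for lens, 0.36 for proliferation and -1.51 for the interferon response. In the normal samples, a mean over 10 CPM was found for all 10 rod, 7 cone, 7 bipolar and 9 amacrine and ganglion genes, 6 of 7 Mueller glia, 4 of 7 RPE, 4 of 9 fibroblast and matrix, 2 of 9 macrophage and microglia and 2 of 7 platelet and red cell genes.

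The test, the unit and the filter moved many of these medians. The lens list was at 0.38 with limma-voom, 2.04 with the replicate block, -0.39 on the log2(FPKM + 1) scale and 0.16 on the log2(FPKM + 0.1) scale, so its direction is not settled. The interferon response was at -0.74 with limma-voom, -0.20 on the log2(FPKM + 1) scale, -0.81 on the log2(FPKM + 0.1) scale and -0.87 over the 4 genes with at least 10 counts in every sample. The hub genes were at 0.67 with limma-voom and the replicate block. On the log2(FPKM + 1) scale, which draws low values towards 0, the downregulated FRDGs were at 0.11, B and plasma cells at 0.50, fibroblasts and matrix at 1.08, proliferation at 0.09, cones at -0.17, amacrine and ganglion cells at -0.12, T cells at -0.01, and platelets and red cells at -0.06, against -0.52 with at least 10 counts in every sample. Ferroptosis core and bipolar cell genes, near 0 in these settings, were at 0.03 and 0.06 on that scale.

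Single samples also moved many of these medians. Without normal replicate 2, the median of the lens list was 4.18, that of the hub genes 1.19 and that of RPE genes -0.21. RPE genes were at -1.16 without PVR replicate 3, -0.81 without normal replicate 3 and -0.22 without PVR replicate 2. Macrophage and microglia genes were at 0.52 without normal replicate 3, fibroblast and matrix genes at 1.07 without PVR replicate 3, and cone genes at -0.12 without normal replicate 1. B and plasma cell genes were at 0.90 and proliferation genes at 0.00 without PVR replicate 2. Amacrine and ganglion cell genes ranged from -0.36 without PVR replicate 3 to -0.04 without normal replicate 3, platelet and red cell genes from -0.44 without PVR replicate 1 to -0.05 without PVR replicate 3, and T cell genes from -0.44 without PVR replicate 2 to 0.00 without normal replicate 1. Medians near 0 changed sign without a sample: ferroptosis core genes to 0.04 without PVR replicate 2 and bipolar cell genes to 0.02 without normal replicate 1. The hub genes were not past the threshold without normal replicate 3, PVR replicate 1 or PVR replicate 3, and gliosis genes were not without PVR replicate 3. Other lists gained it with camera. Without normal replicate 2 the adjusted p was 6.87e-12 for lens and 0.00104 for cones. Without normal replicate 3 it was 0.00514 for the interferon response and 0.0183 for RPE. Without PVR replicate 2 it was 3.09e-05 for fibroblasts and matrix. Without PVR replicate 3 it was 0.00588 for B and plasma cells and 0.0359 for amacrine and ganglion cells. The collagens of the fibroblast and matrix list did not rise in PVR replicate 2. COL1A1 had 190 counts there, against 1817 and 4485 in the other PVR samples and 224 to 532 in the normal samples. COL3A1 had 36 there, against 133 to 405 in the normal samples. FN1 and LUM went the other way in PVR replicate 2, with 3094 and 2611 counts, more than in any normal sample.

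Of the ferroptosis core genes, TFRC was past the adjusted p of 0.05 over all genes, with a log2 fold change of -0.99 (adjusted p = 0.0157 from edgeR, and 0.141 without PVR replicate 1), and 4 of the 13 were past it adjusted over the list alone. The number of lists past the threshold is weak evidence for the condition: 2 of the 10 splits of the 6 samples gave 7 lists or more, the real one and the split of normal replicates 1 and 3 with PVR replicate 3 against the others. That other split sets normal replicate 2, which carries the lens genes, with 2 of the PVR samples.

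The genes with the lowest fold changes under DESeq2 rested on single normal samples. The lowest, LOC127486611 with -25.49, had 1952 counts in normal replicate 2 and 0 in the other 5 samples. The next, LOC127490235 with -21.26, had 95 counts in normal replicate 3 and 0 in the other 5 samples. DESeq2 1.42.0 gave no p for either. Of the 108 genes for which it gave no p, 68 had at least 10 times more CPM in normal replicate 2 than in both other normal samples, 18 in normal replicate 3 and 8 in normal replicate 1. Among the 243 genes that DESeq2 called lower in PVR, 1 rested on normal replicate 2 in this way and 1 on normal replicate 3.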
